A study of Homo sapiens with 8 samples. Its data were reported in "Intronic small nucleolar RNAs regulate host gene splicing through base pairing with their adjacent intronic sequences" (2023).

How the data were processed

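RNA was measured in 4 human cancer cell lines, with 2 libraries per line and 8 libraries in all. Each library was prepared by TGIRT-seq, in which a thermostable group II intron reverse transcriptase copies structured RNAs such as small nucleolar RNAs (snoRNAs) and transfer RNAs together with fragments of longer RNAs. According to the methods and labels, total RNA was purified on columns with added ethanol to retain short molecules, ribosomal RNA was depleted, the RNA was fragmented, and all libraries were sequenced as paired reads in a single run. The submitters' processing notes name Trimmomatic 0.36 for trimming, FastQC 0.11.5 for read quality and STAR 2.7.6 for alignment to the human assembly GRCh38, with an Ensembl annotation extended by tRNAs and by snoRNAs of the snoDB database.

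The deposited values are transcripts per 1000000 (TPM), which the authors computed with CoCo from stranded read pairs. CoCo moves reads of an intronic snoRNA from the host gene to the snoRNA and divides multiply mapped reads among copies, so values of near-identical genes, such as members of the SNORD116, SNORA11 and histone families, depend on that division. TPM values of a library add up to a fixed total of 1000000, so an RNA class that takes a larger share lowers every other value. TPM keeps no read depth: the depth of each library is unknown here and no counting interval was computed. The table listed 61915 genes, of which 60379 identifiers were found in GENCODE 44 for the same assembly, 116 were RefSeq identifiers, 617 were tRNA entries, 592 were snoDB or cluster entries and 211 had no annotation in the reference.

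Cell line and replicate number were taken from the sample labels. Genes with a mean of at least 1 TPM over the 8 libraries were tested on the log2(TPM + 1) scale, which understates the change of low genes, with limma 3.58.1 in R 4.3.3, with a mean-variance trend and 4 residual degrees of freedom. A moderated F test compared the 4 lines, and a contrast compared each line with the mean of the other 3 lines. A gene high in 1 line alone can thus come out lower in the others. Benjamini-Hochberg adjusted p-values under 0.05 were called. Differences printed for single genes are relative to the median difference of all genes tested in that contrast, with the standard error (SE) of the fit. Calls and adjusted p-values refer to the difference before that median was taken off.

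Pairs of snoRNAs and host genes were written from textbook knowledge. Of 222 pairs, 219 were placed inside the host by the reference annotation, 20 of them without a stated strand, and 3 were left out. The log2 ratio of snoRNA to host was tested with limma over 213 pairs with both members at a mean of at least 1 TPM. Correlations of snoRNA and host differences over pairs used two-sided permutation tests of 100000 resamples that exchanged whole hosts. The share of variance of snoRNA differences lying between hosts used a one-sided permutation test of as many resamples. Shares of TPM of 9 RNA classes were compared by an exact permutation test over the 105 ways to pair the 8 libraries. That test cannot give a p-value below 0.00952.

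Of 30 gene lists, 24 had at least 3 genes tested. They were tested in each line with the limma function camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, giving 96 tests per method. Fry asks whether the genes of a list move on balance one way. Among genes of at least 5 TPM with both libraries of a line above or below all 6 others, the 6 protein coding or long noncoding genes with the largest rise and the 6 with the largest fall were named. For snoRNAs of at least 10 TPM, 4 each way were named. The EIF4A family and its snoRNAs, the snoRNAs described in the study with their hosts, the 5 ratio pairs with the smallest p, up to 4 members per list by their largest difference in any line, and genes that identify a line were named as well. Tests, lists, pairs, the naming rule and the alternatives were fixed before the data were examined, except 2 alternatives that were added later: rescaling of protein coding and long noncoding genes to 1 total and of snoRNAs to another, with all other classes, mitochondrial genes and tRNAs among them, left as deposited (called rescaled classes), and a block for the 3 libraries with over 50% cytosolic tRNA. Other genes named in the text are stated to be chosen after their values were seen.

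The alternatives were pseudocounts of 0.1 and 5, no filter and a filter of 5 TPM, a filter of 10 TPM for pairs, centring on protein coding genes, quantile normalization, separate rescaling of snoRNAs, no trend, the replicate number as a block, all snoRNAs inside an annotated gene as pairs, and leaving out each library in turn. Without 1 library the lone library of that line is assumed to vary like the other lines. Each test was run on simulated data first. Among 11420 simulated genes, 1%, 38% and 98% of 200 genes changed by a log2 of 1, 2 and 4 were recovered by the F test, with 1, 6 and 20 false calls. All 40 pairs (100%) whose ratio was changed by a log2 of 3 were recovered among 213, with 2 false calls. The noise simulated for pairs was smaller than the median residual log2 SD of 0.581 of the genes tested. Simulated noise was also independent between genes and libraries, without a shift of a whole library, so these rates do not carry over to the data. Without any simulated relation, the permutation test of pairs passed in 4% of runs. Other computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9. Y-linked genes, XIST and TSIX were left out when genes were named, and they stayed in the tests and counts.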

Results

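The abundance of snoRNAs and of their host genes was measured by TGIRT-seq in 4 human cancer cell lines: HCT-116 from colorectal carcinoma, MCF-7 from an oestrogen receptor positive breast adenocarcinoma, PC3 from a metastasis of prostate adenocarcinoma, and TOV-112D from ovarian endometrioid carcinoma. Each line had 2 libraries. The values were TPM adding up to 1000000 in each library, and read depth is unknown. Genes of at least 1 TPM numbered from 5706 in TOV-112D replicate 2 to 12976 in HCT-116 replicate 1. Nothing in the labels says that the 2 libraries of a line came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. The median gap per gene between the 2 libraries of a line was a log2 of 1.6 in HCT-116. It was 0.0942 in MCF-7, 0.0972 in PC3 and 0.105 in TOV-112D. All lines share 1 estimate of the spread, so the HCT-116 gap raises the SE and p-values of every contrast. The libraries of one line correlated over protein coding genes with a Pearson r of 0.987 to 0.995, across genes that are not independent replicates. Protein coding genes were rescaled to 1 total for this, so a shift in the level of a whole library does not show in r.

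Cytosolic tRNAs, which carry amino acids to the ribosome, took 64.9% ± 0.947 (SD, n = 2) of all TPM in TOV-112D, 10.6% ± 0.555 in PC3 and 6.39% ± 0.116 in MCF-7. In HCT-116 they took 5.07% in replicate 1 and 60.3% in replicate 2. Box C/D snoRNAs, which guide ribose methylation, made up 13.8% ± 0.524 in MCF-7, 10.5% ± 0.613 in PC3, 2.98% ± 0.0118 in TOV-112D, and 15.4% and 5.25% in the HCT-116 libraries. Box H/ACA snoRNAs, which guide pseudouridylation, followed with 6.30% ± 0.240, 4.37% ± 0.375, 1.37% ± 0.0246, and 7.27% and 2.12% in the same order. Protein coding genes held 13.2% ± 0.347 in MCF-7, 10.9% ± 0.194 in PC3, and 2.52% and 2.24% in the TOV-112D libraries. In the HCT-116 libraries they held 19.6% and 4.27%. RN7SL1, the 7SL RNA of the signal recognition particle, stood at 144910 and 142160 TPM in PC3 but 12652 and 11541 TPM in TOV-112D. None of 9 classes passed the exact permutation test after adjustment, with a lowest adjusted p of 0.0857 and a lowest p of 0.00952, the smallest possible, and 2 classes had an unadjusted p under 0.05. Without HCT-116 replicate 1 and without HCT-116 replicate 2, 9 of 9 classes passed.

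**Figure D1:**
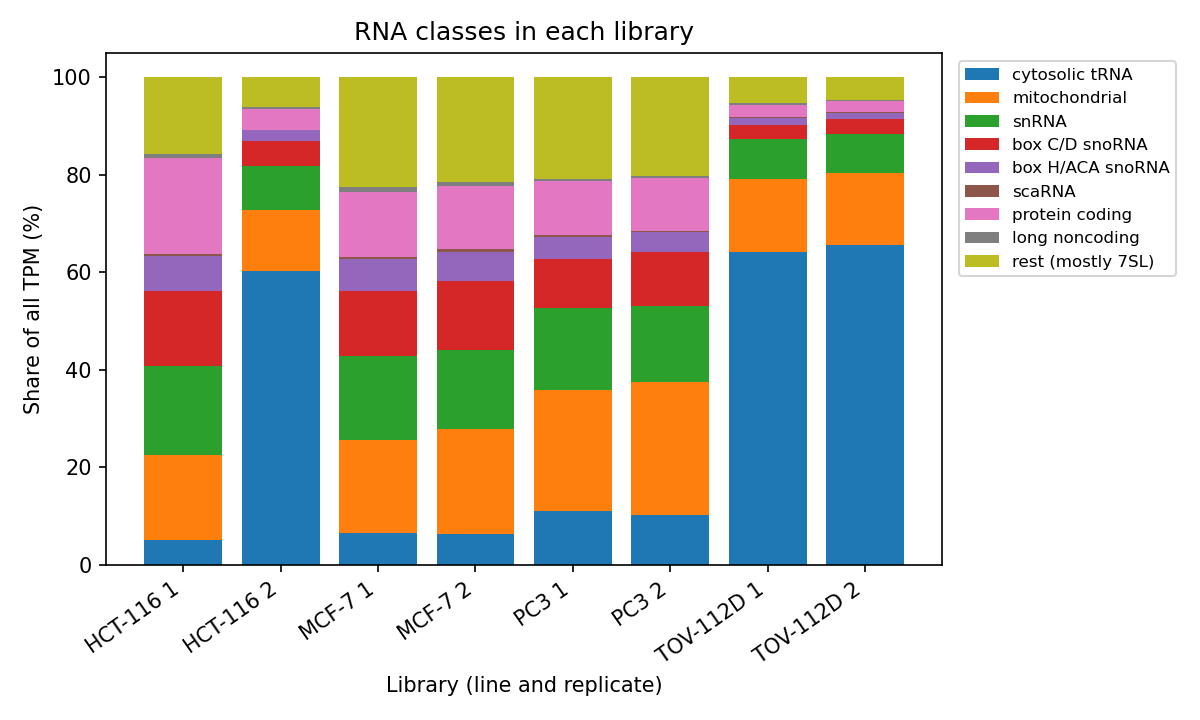
Share of all TPM, in percent, of 9 RNA classes in each of the 8 libraries, drawn as stacked bars, 1 bar per library. Cytosolic tRNA fills 60.3% of HCT-116 replicate 2 and 64.2% and 65.5% of the TOV-112D libraries, against 5.07% of HCT-116 replicate 1.

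Among the 4 lines, 6025 of 11420 genes tested differed by limma's F test, and so did 216 of 381 snoRNAs, or 228 when adjusted over snoRNAs alone. SNORD45B, a box C/D snoRNA of the RABGGTB gene, was at 2.16 ± 0.205 TPM (SD, n = 2) in HCT-116 and 576 ± 6.43 TPM in MCF-7. SNORA11G, a box H/ACA snoRNA, was at 39.9 ± 0.245 TPM in TOV-112D and listed at 0 in both PC3 libraries. With protein coding and long noncoding genes rescaled to 1 total and snoRNAs to another, called rescaled classes, 9873 genes and 303 snoRNAs differed. The count of genes was 10614 without HCT-116 replicate 1 and 11539 without HCT-116 replicate 2. It was 3034 and 3240 without each MCF-7 library, 2837 and 2922 without each PC3 library, and 2104 and 1885 without each TOV-112D library. The snoRNA count moved likewise to 358 and 371, 100 and 110, 99 and 99, and 72 and 64. TPM add up to a fixed total, and the median gene tested differed from the other lines by a log2 of 0.18 in HCT-116, 0.60 in MCF-7, 0.45 in PC3 and -1.26 in TOV-112D. Differences of single genes given for each line are relative to these medians, and genes that lead each line had both libraries above or below all 6 others. Of 96 gene list tests, 36 passed with the preset correlation, 14 passed with fry, and 0 passed with an estimated correlation, where the lowest adjusted p was 0.98. No line's test passed for the core proteins of box C/D or box H/ACA particles, their assembly factors, long noncoding snoRNA hosts, translation initiation factors, the EIF4A family, nonsense-mediated decay factors, or the unfolded protein and amino acid stress genes, with a lowest adjusted p of 0.0541. With rescaled classes 10 further list tests passed, none with an estimated correlation (lowest adjusted p 0.107 over all lists). Of these, long noncoding snoRNA hosts, cholesterol synthesis, hypoxia and glycolysis, and stress genes passed upwards in HCT-116 (camera adjusted p = 0.0176, 0.00208, 0.0477 and 0.0485), stress genes downwards in MCF-7 (0.0269), and ribosomal proteins downwards in PC3 (0.000376). In TOV-112D p53 targets and cholesterol synthesis genes then passed downwards (0.0112 and 0.0253) and proliferation genes and histones upwards (0.00323 and 0.000132), the last with 36 higher and 11 lower members against 3 and 22 before rescaling, and proliferation genes with 11 and 2 against 0 and 11.

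HCT-116 was marked by MT1E, a metal-binding metallothionein, at 83.8 ± 77.7 TPM (SD, n = 2), which was higher than in the other 3 lines by a log2 of 5.81 ± 0.49 (SE; limma adjusted p = 1.55e-05). S100A4, a calcium-binding protein, rose by 4.92 ± 0.57, PDP1, a phosphatase that activates pyruvate dehydrogenase, by 4.88 ± 0.60, EREG, a ligand of the EGF receptor, by 4.51 ± 0.44, and CD44, a hyaluronan receptor, by 3.65 ± 0.61. Among genes that were lower were CYP1B1, a cytochrome P450, at -4.54 ± 0.54, BASP1, a membrane-bound signalling protein, at -4.20 ± 0.51, and MMP16, a membrane-type metalloproteinase, at -4.12 ± 0.51. The histone genes H2AC8, H3C7 and H1-3 were lower too, at -5.05 ± 0.53, -4.61 ± 0.54 and -4.39 ± 0.51, although the division of reads among similar histone genes was not tested. In total 317 genes were higher and 452 lower, 316 and 363 of them by at least 2-fold. Without HCT-116 replicate 1 the split was 1016 higher and 7537 lower, and without HCT-116 replicate 2 it was 8889 higher and 1308 lower.

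Of 24 genes of the interferon response, 11 were lower and 0 higher in HCT-116 (17 lower and 1 higher adjusted over the list alone, camera adjusted p = 8.75e-10), including IFI44L, an interferon-induced gene, at -3.32 ± 0.48, and with rescaled classes 17 were lower and 5 higher. Of 4 cancer-testis antigens, which are normally limited to germ cells, 3 were higher (3 adjusted over the list alone, camera adjusted p = 9.51e-07). These were MAGEA3 at 4.01 ± 0.43, MAGEB2 at 3.31 ± 0.36 and MAGEA2 at 2.39 ± 0.38. Of 19 targets of p53, 5 were higher (5 adjusted over the list alone, camera adjusted p = 0.00172), and with rescaled classes 13 were higher and 2 lower. The 5 were GDF15, a secreted stress cytokine, at 2.85 ± 0.62, CDKN1A, a cell cycle inhibitor, at 2.03 ± 0.57, and, named after their values were seen, BBC3, PLK3 and FAS. Of 14 mesenchymal genes, 7 were lower and 2 higher (7 and 3 adjusted over the list alone, camera adjusted p = 0.00436). VIM, an intermediate filament protein, was at -4.47 ± 0.54 and COL4A2, a basement membrane collagen, at -2.48 ± 0.41, while the caveolar genes CAV1 and CAV2, named after their values were seen, were higher at 3.61 ± 0.59 and 3.40 ± 0.58. Of 14 oestrogen response genes, 6 were lower and 1 higher (8 and 1 adjusted over the list alone, camera adjusted p = 1.51e-06), including TFF1, a secreted trefoil peptide, at -4.75 ± 0.52, while AREG, an EGF receptor ligand chosen after its value was seen, was the higher one at 3.32 ± 0.61. The lists of 79 ribosomal proteins, 20 proliferation genes and 13 mitochondrially encoded mRNAs also passed upwards with no member called over all genes (camera adjusted p = 0.000608, 0.0112 and 0.000546), and 4 of the mitochondrial mRNAs were called adjusted over the list alone. With rescaled classes 50 ribosomal protein genes were higher and 3 lower, and 14 proliferation genes higher and 1 lower, while the values of mitochondrial mRNAs were not rescaled. Mitochondrial mRNA and rRNA took 0.165% of TPM in HCT-116 replicate 1 but 0.0432% in replicate 2, against 0.0661% and 0.0625% in MCF-7. Epithelial junction genes passed upwards with 1 of 19 called, TJP3, chosen after its value was seen (0.0016), prostate genes downwards with AR and TMPRSS2 of 4 (0.0117), and Wnt targets downwards with APCDD1 of 4 (0.0367), which was listed at 0 in both libraries. With rescaled classes 16 epithelial junction genes were higher and 1 lower, and 10 oestrogen response genes were lower and 2 higher. In all, 11 of 24 lists passed, and each had an adjusted p of 0.98 with an estimated correlation. The mesenchymal, prostate and Wnt lists did not pass with rescaled classes, at adjusted p = 0.22, 0.271 and 0.0934, where 9, 3 and 3 members were lower and 5, 1 and 0 higher.

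The box C/D snoRNA SNORD45B was lower in HCT-116 by the largest amount of any snoRNA of at least 10 TPM that met the naming rule, at -6.46 ± 0.57 (limma adjusted p = 3.36e-05). SNORA11E, SNORA11 and SNORA50B, all box H/ACA snoRNAs, were lower at -3.86 ± 0.52, -3.11 ± 0.58 and -3.10 ± 0.48, and the division of reads among the SNORA11 family was not tested. In total 38 snoRNAs were lower and 5 higher, and with their values seen the latter were SNORA63B at 2.16 ± 0.63, U8 at 2.55 ± 0.59, SNORD14D at 2.39 ± 0.58, AP002762.1 at 1.25 ± 0.34 and SNORA87 at 2.25 ± 0.50. The snoRNA split was 129 lower and 49 higher with rescaled classes, and 115 lower and 158 higher with a block for the tRNA-rich libraries. Without HCT-116 replicate 2 more snoRNAs were called higher than lower, and without replicate 1 more were called lower. With rescaled classes, 315 of the 317 higher and all 452 lower genes were called the same way, but the split changed to 3046 higher and 3550 lower. It was 2701 higher and 2388 lower when centred on protein coding genes, and 7005 higher and 1836 lower with a block for the 3 tRNA-rich libraries. The count of calls was 8553 without HCT-116 replicate 1, 10197 without HCT-116 replicate 2 and 478 without PC3 replicate 1. CDKN1A and SNORA63B lost their calls without any 1 library of the other lines (adjusted p 0.0543 to 0.0847 and 0.0564 to 0.143), TJP3 without any 1 PC3 or TOV-112D library (0.0606 to 0.0984), SNORD14D without either PC3 library (0.0527 and 0.0538), AR without either PC3 library or TOV-112D replicate 1 (0.0563 to 0.0833), FAS without PC3 replicate 1 (0.0598) and AP002762.1 without PC3 replicate 2 (0.07).

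MCF-7 was marked by genes of oestrogen signalling. ESR1, the oestrogen receptor, stood at 118 ± 1.42 TPM (SD, n = 2) and was higher by a log2 of 6.15 ± 0.42 (SE; limma adjusted p = 5.14e-08). DSCAM-AS1, a long noncoding RNA of oestrogen receptor positive tumours, was higher by 6.58 ± 0.42, TFF1 by 6.09 ± 0.52, and GREB1, an oestrogen-induced gene, by 5.68 ± 0.44. KRT8, a keratin of simple epithelia, and PARD6B, a cell polarity protein, were higher by 5.87 ± 0.65 and 5.46 ± 0.63. Lower genes included GSTP1, a glutathione transferase, at -6.55 ± 0.64, MSN, which links actin to the membrane, at -5.47 ± 0.61, GPX1, a glutathione peroxidase, at -5.07 ± 0.60, ANXA1, a phospholipid-binding protein, at -4.93 ± 0.61, the zinc finger gene ZNF518B at -4.87 ± 0.59, and EMP1, an epithelial membrane protein, at -4.84 ± 0.59. MTAP, of the methionine salvage pathway and known to be deleted in MCF-7, was at 0.736 and 1.16 TPM, with a difference of -4.61 ± 0.62, and its deleted neighbour CDKN2A was at -2.23 ± 0.45. In total 1538 genes were higher and 613 lower, 1481 and 537 of them by at least 2-fold.

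Of 14 oestrogen response genes, 11 were higher in MCF-7 (13 adjusted over the list alone, camera adjusted p = 5.56e-10), and of 10 luminal breast genes, 9 were higher (10 adjusted over the list alone, camera adjusted p = 6.1e-09). The latter included KRT18 at 5.16 ± 0.64, KRT19 at 3.75 ± 0.65 and GATA3, a transcription factor of luminal cells, at 3.29 ± 0.25. Of 50 replication-dependent histone genes, 31 were higher (40 adjusted over the list alone, camera adjusted p = 6.19e-13), with H1-5, a linker histone, at 4.75 ± 0.49, H4C6 at 4.56 ± 0.32 and H2BC10 at 4.28 ± 0.48. Of 19 epithelial junction genes, 15 were higher (17 adjusted over the list alone, camera adjusted p = 1.47e-06), among them CDH1, the adhesion protein E-cadherin, at 3.45 ± 0.56 and CLDN3, a tight junction protein, at 3.43 ± 0.44. Of 14 mesenchymal genes, 11 were lower and 1 higher (11 and 1 adjusted over the list alone, camera adjusted p = 2.07e-11), with VIM at -5.36 ± 0.54, and only COL5A1, named after its value was seen, was higher, at 1.78 ± 0.47. Of 4 cancer-testis antigens 3 were lower (4 adjusted over the list alone, camera adjusted p = 0.00021), namely MAGEA3, PRAME and MAGEB2. MAGEA3 and MAGEB2 were high in HCT-116, which raises the mean that MCF-7 was compared with. Of 21 cholesterol synthesis genes 6 were higher (13 adjusted over the list alone, camera adjusted p = 0.0247), including INSIG1 at 1.75 ± 0.59 and IDI1 at 1.81 ± 0.55, and with rescaled classes 14 were higher and 3 lower. Of 20 proliferation genes 5 were higher (9 adjusted over the list alone, camera adjusted p = 0.0247), namely AURKA, MCM2 and MCM7 and, with values seen, AURKB and RRM2, and with rescaled classes 14 were higher and 2 lower. Each of these 8 lists had an adjusted p of 0.98 or more with an estimated correlation.

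Among snoRNAs, 47 were higher and 43 lower in MCF-7. That split moved with scaling, to 77 higher and 141 lower with rescaled classes and 12 and 69 with snoRNAs rescaled separately. With the block for tRNA-rich libraries it was 155 higher and 107 lower. SNORA50B was higher by 4.44 ± 0.48, SCARNA20, a guide RNA of Cajal bodies, by 3.88 ± 0.66, SNORD45B by 3.14 ± 0.57, and SNORA59A by 2.73 ± 0.68, the last without a call after rescaling of classes (limma adjusted p = 0.0627). SNORD45B was very low in HCT-116, which lowers the mean that MCF-7 was compared with. Before the median was taken off, its difference was 3.74 in MCF-7 and 2.18 in PC3. SNORA63B was lower at -4.58 ± 0.63, SNORD1A at -4.41 ± 0.57, SNORD116-24 at -4.25 ± 0.49 and SNORD93 at -3.71 ± 0.60. The SNORD116 genes together were low in HCT-116 too, at 1.06 and 0.270 TPM. They were high in PC3 and TOV-112D, which raises the mean that MCF-7 was compared with, and the division of reads among them was not tested. SNORD14D, of the heat shock gene HSPA8, was at -3.64 ± 0.58. With rescaled classes, 1523 of the higher and 586 of the lower genes were called the same way, and the split changed to 3394 higher and 3970 lower. It was 3156 higher and 3465 lower when centred on protein coding genes, and 3122 and 4346 with the block for tRNA-rich libraries. The count of calls was 9735 without HCT-116 replicate 1, 9149 without HCT-116 replicate 2, 391 without MCF-7 replicate 1, 435 without MCF-7 replicate 2, 1254 without PC3 replicate 1, 1230 without PC3 replicate 2 and 1354 without TOV-112D replicate 2. Without either MCF-7 library, the calls of COL5A1, MAGEA3, PRAME, MAGEB2, INSIG1, IDI1, AURKA, AURKB, MCM2, MCM7, RRM2, CDKN2A and SNORD93 were lost (adjusted p 0.0695 to 0.36), as was that of SNORD14D without MCF-7 replicate 1 (0.108). Those of AURKB, MCM2, MCM7 and RRM2 were also lost without any 1 PC3 or TOV-112D library (0.0665 to 0.165), that of MAGEB2 without either PC3 library (0.0608 and 0.0589), and that of CDKN2A without PC3 replicate 1 or either TOV-112D library (0.0501 to 0.0583).

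PC3 was marked by MSMP, a secreted microprotein, at 546 ± 21.6 TPM (SD, n = 2), higher by a log2 of 8.49 ± 0.48 (SE; limma adjusted p = 6.83e-08). FST, the activin-binding protein follistatin, was higher by 6.49 ± 0.45, the keratins KRT81 and KRT7 by 6.48 ± 0.43 and 5.63 ± 0.60, TFF2, a trefoil peptide, by 5.60 ± 0.38, and NRP1, a coreceptor of semaphorins and VEGF, by 5.54 ± 0.51. CTNNA1, the adhesion protein alpha-catenin and known to be deleted in PC3, was lower at -4.42 ± 0.60 with 0.249 and 0.170 TPM (limma adjusted p = 0.00031). IGFBP2, which binds insulin-like growth factors, was lower at -4.25 ± 0.60, H1-5 at -3.91 ± 0.49, PLPP2, a lipid phosphatase, at -3.85 ± 0.58, IRX3, a homeobox gene, at -3.78 ± 0.49, and FOS, an immediate early gene, at -3.71 ± 0.61. PTEN, a phosphatase and tumour suppressor known to be lost in PC3, was at -2.68 ± 0.64 with 5.67 and 5.18 TPM. In total 1150 genes were higher and 347 lower, 1118 and 290 of them by at least 2-fold.

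Of 14 mesenchymal genes, 11 were higher in PC3 (12 adjusted over the list alone, camera adjusted p = 1.25e-10), led by the collagen gene COL6A2 at 4.19 ± 0.62, FN1, which encodes fibronectin, at 3.78 ± 0.33, COL4A2 at 3.61 ± 0.41 and VIM at 3.49 ± 0.54. Of 24 interferon response genes, 15 were higher (20 adjusted over the list alone, camera adjusted p = 8.75e-10), with IFI44L at 4.11 ± 0.48 and MX1, an antiviral GTPase, at 2.98 ± 0.28. Of 50 histone genes, 12 were lower and 1 higher (13 and 2 adjusted over the list alone, camera adjusted p = 9.52e-17), with H2BC10 at -3.69 ± 0.48, and H2BC3, named after its value was seen, was the higher one at 0.78. With rescaled classes 44 histone genes were lower and 3 higher, and all 24 interferon response genes were higher. The proliferation list passed downwards (camera adjusted p = 1.04e-07) with 2 of 20 members called (2 adjusted over the list alone), AURKB at -2.21 ± 0.51 and MKI67 at -1.82 ± 0.41, both chosen after their values were seen, and with rescaled classes all 20 were lower. Of 4 prostate genes, 3 were higher and 1 lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.0374). HOXB13, a prostate homeobox gene, was at 3.35 ± 0.30, TMPRSS2, a membrane protease, at 1.76 ± 0.26, STEAP1, a membrane protein, at 1.06 ± 0.35, and AR, the androgen receptor, at -1.14 ± 0.22. The identity genes passed downwards with CTNNA1, PTEN and ESR1 lower and CDKN2A higher of 5 (0.0374), and cancer-testis antigens passed downwards with MAGEB2 of 4 (0.0117). ESR1 was high in MCF-7 and MAGEB2 in HCT-116, which raises the mean that PC3 was compared with, so these 2 calls do not set PC3 apart. Epithelial junction genes passed downwards (0.000603) with 1 of 19 called, RAB25, chosen after its value was seen (0 adjusted over the list alone), and with rescaled classes 12 were lower and 3 higher. Mitochondrially encoded mRNAs and cholesterol synthesis genes passed downwards with 0 members called (0.000603 and 0.048), the latter with a median difference of 0.02 before the median of all genes was taken off. With rescaled classes 13 cholesterol synthesis genes were lower and 2 higher, and all 4 cancer-testis antigens were lower. Each of these 10 lists had an adjusted p of 0.98 or more with an estimated correlation, and the prostate and identity lists did not pass with rescaled classes, at adjusted p = 0.18 and 0.23. Nor did the mitochondrial list (0.134), whose own values stayed as deposited while the genes it was compared with were rescaled.

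Among snoRNAs, 44 were higher and 4 lower in PC3. That split was less uneven under other scalings, at 123 higher and 47 lower with rescaled classes and 36 and 15 with snoRNAs rescaled separately. It was 89 and 37 when centred on protein coding genes, and 130 and 97 with the block for tRNA-rich libraries. Box C/D snoRNAs of the imprinted region that holds the SNORD116 repeat led the rise, with SNORD116-16 at 4.02 ± 0.50, SNORD107 at 3.78 ± 0.51 and SNORD116-24 at 3.72 ± 0.49, although the division of reads among members of the repeat was not tested. SNORD3B-1, a copy of the U3 snoRNA of ribosomal RNA processing, was higher by 3.55 ± 0.57. The 4 lower snoRNAs, named after their values were seen, were SNORD116-18 at -1.54 ± 0.21, SNORA11G, which was listed at 0 in both libraries, SNORA59A at -3.56 ± 0.68 and SNORA50B at -2.48 ± 0.48. SNORA11G was high in TOV-112D, and SNORA59A and SNORA50B were high in MCF-7, which raises the mean that PC3 was compared with. SNORA50B was lower in HCT-116 as well, so its call does not set PC3 apart. With rescaled classes, 1146 of the higher and 310 of the lower genes were called the same way, and the split changed to 4298 higher and 3016 lower. It was 2993 higher and 3344 lower when centred on protein coding genes, and 2653 and 5269 with the block for tRNA-rich libraries. The count of calls was 9279 without HCT-116 replicate 1, 8451 without HCT-116 replicate 2, 988 without MCF-7 replicate 1, 997 without MCF-7 replicate 2, 301 without PC3 replicate 1, 332 without PC3 replicate 2 and 968 without TOV-112D replicate 2. Without either PC3 library, calls were lost for FOS, PTEN, AURKB, MKI67, STEAP1, AR, H2BC3, RAB25, MAGEB2, ESR1, CDKN2A and the 4 lower snoRNAs (limma adjusted p 0.0504 to 0.647), and without PC3 replicate 1 for PLPP2 (0.0528). Those of PTEN, AURKB, MKI67 and H2BC3 were also lost without any 1 MCF-7 or TOV-112D library (0.0677 to 0.219), that of CDKN2A without either MCF-7 library or TOV-112D replicate 2 (0.0534 to 0.0773), that of RAB25 without MCF-7 replicate 1 or either TOV-112D library (0.0617 to 0.144), that of AR without either TOV-112D library (0.194 and 0.138), and those of MAGEB2 and SNORA50B without TOV-112D replicate 2 (0.0565 and 0.053).

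TOV-112D was marked by GCG, the precursor of glucagon, at 177 ± 14.9 TPM (SD, n = 2), higher by a log2 of 8.59 ± 0.45 (SE; limma adjusted p = 3.01e-07). COL3A1, a fibrillar collagen, was higher by 8.08 ± 0.59, ALDH1A1, which makes retinoic acid, by 7.64 ± 0.41, VIM by 6.36 ± 0.54, KIF1A, a motor of neuronal transport, by 5.60 ± 0.45, and ADAMTS1, a secreted metalloproteinase, by 5.53 ± 0.48. The keratins KRT8, KRT18 and KRT19 were lower at -5.80 ± 0.65, -5.67 ± 0.64 and -5.59 ± 0.65, with KRT8 at 0.0463 ± 0.0289 TPM. S100A6, a calcium-binding protein, was lower at -5.07 ± 0.68, TMSB4X, which sequesters actin, at -4.82 ± 0.65, and ITGA3, an integrin, at -4.65 ± 0.65. Ribosomal RNA and its pseudogenes took 11569 and 2771 TPM in the TOV-112D libraries, against 180 to 877 TPM in the libraries of the other lines. In total 582 genes were higher and 7831 lower, 564 and 6861 of them by at least 2-fold. Without TOV-112D replicate 1 the split was 224 higher and 196 lower, and without TOV-112D replicate 2 it was 179 higher and 123 lower. With rescaled classes the split was 3470 higher and 4639 lower, where 455 of the higher and 4566 of the lower genes were called the same way and 748 of the lower genes were called higher. It was 3851 higher and 3035 lower when centred on protein coding genes, and 1683 and 2964 with the block for tRNA-rich libraries.

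All 10 luminal breast genes were lower in TOV-112D (10 adjusted over the list alone, camera adjusted p = 3.37e-05), and so were all 19 epithelial junction genes (19 adjusted over the list alone, camera adjusted p = 0.000151), including EPCAM, an epithelial adhesion protein, at -3.53 ± 0.65, PKP3, a desmosomal plakophilin, at -3.38 ± 0.62 and CDH1 at -2.53 ± 0.56. Of 14 oestrogen response genes, 13 were lower (13 adjusted over the list alone, camera adjusted p = 0.000546), with NRIP1, a nuclear receptor corepressor, at -4.44 ± 0.63. All 24 interferon response genes were lower, and 20 with rescaled classes (24 adjusted over the list alone, camera adjusted p = 0.00097), with IFITM3, an antiviral membrane protein, at -2.64 ± 0.57 and IFI44L at -1.73 ± 0.48. Of 21 hypoxia and glycolysis genes, 18 were lower, and 17 lower and 3 higher with rescaled classes (18 adjusted over the list alone, camera adjusted p = 0.0182), with SLC2A1, a glucose transporter, at -3.28 ± 0.62, PKM, pyruvate kinase, at -2.76 ± 0.65 and NDRG1 at -2.09 ± 0.57. Of 4 Wnt targets, 2 were higher and 1 lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.000365). APCDD1 and AXIN2, both inhibitors of the pathway, were at 3.73 ± 0.21 and 3.02 ± 0.25, and the Wnt antagonist DKK1 at -2.25 ± 0.56. Of 79 ribosomal protein genes, 70 were lower (73 adjusted over the list alone, camera adjusted p = 0.0456), including RPS24 at -2.07 ± 0.65 and RPSA at -2.05 ± 0.65. With rescaled classes that list turned upwards without passing (adjusted p = 0.448), with 24 genes higher and 25 lower, and the Wnt list did not pass (0.0934). Each of these 7 lists had an adjusted p of 0.98 with an estimated correlation.

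Among snoRNAs, 47 were higher and 195 lower in TOV-112D, and with rescaled classes 47 of the higher and 77 of the lower ones were called the same way while 7 of the lower were called higher. The split of snoRNAs turned with scaling, to 162 higher and 77 lower with rescaled classes and 117 and 34 with snoRNAs rescaled separately. It was 64 higher and 131 lower with the block for tRNA-rich libraries. SNORA11G was higher by 6.55 ± 0.34 (limma adjusted p = 3.01e-07) and SNORA11B of the same family by 3.67 ± 0.53. SNORA69 was higher by 4.82 ± 0.83 and SNORD77 by 3.82 ± 0.94, but both were also high in the tRNA-rich HCT-116 replicate 2, at 30.5 and 38.3 TPM, and not in HCT-116 replicate 1, at 0.552 and 0 TPM. With a block for the 3 tRNA-rich libraries their differences turned to -0.057 and -1.85, before the median was taken off. SNORD3B-1, SNORA57, SNORA16A and SNORD27 were lower at -3.11 ± 0.57, -2.43 ± 0.63, -2.21 ± 0.59 and -2.11 ± 0.58. The count of calls was 5365 without PC3 replicate 1, 420 without TOV-112D replicate 1 and 302 without TOV-112D replicate 2. Calls were lost without either TOV-112D library for RPS24, RPSA, SNORA11B and SNORD77 (limma adjusted p 0.0507 to 0.136), and without TOV-112D replicate 2 for IFI44L, NDRG1 and SNORA69 (0.0612, 0.0547 and 0.0675).

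EIF4A2 encodes an RNA helicase of translation initiation, and the study examined whether its snoRNA SNORD2 bears on the splicing of this host. It reported that antisense oligonucleotides, short strands made to block pairing of SNORD2 with its intron, raised inclusion of the next exon. A minigene with mutated SNORD2 did so too. Across tissues and cell lines that include these, it reported a slight negative correlation of mature SNORD2 with EIF4A2 abundance, which was not significant. Inclusion of the next exon was reported to fall significantly with more SNORD2 extended into its intron, and not to correlate with mature SNORD2. Some transcripts lacking that exon, exon 11 or both were reported as sensitive to nonsense-mediated decay. The values here are of whole genes, not of splicing. SNORD2 (ENSG00000238942) is a box C/D snoRNA of 69 nucleotides on the plus strand of chromosome 3, from 186784796 to 186784864 of GRCh38, in intron 3 (186784697 to 186784961) of the 11 exons of EIF4A2 (ENSG00000156976; 186783205 to 186789897), with the sequence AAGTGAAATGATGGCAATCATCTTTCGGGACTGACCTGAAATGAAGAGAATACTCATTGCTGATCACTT. SNORD2 stood at 180 and 121 TPM in HCT-116, 110 and 125 in MCF-7, 278 and 345 in PC3, and 98.6 and 111 in TOV-112D. EIF4A2 stood at 71.4 ± 67.1 TPM (SD, n = 2), 31.2 ± 3.11, 68.9 ± 0.595 and 5.37 ± 0.283 in the same order. EIF4A2 differed among the lines (limma F adjusted p = 0.0113) and was higher than in TOV-112D by a log2 difference, before any median was taken off, of 3.10 ± 0.80 in HCT-116, 2.34 ± 0.80 in MCF-7 and 3.46 ± 0.80 in PC3 (adjusted p = 0.0223, 0.0244 and 0.00531). Against the mean of the other 3 lines EIF4A2 was lower in TOV-112D by a log2 of -1.71 ± 0.65 relative to the median gene (limma adjusted p = 0.00371). That call was lost without TOV-112D replicate 1 and without replicate 2. With rescaled classes the difference, with no median taken off, was -1.05 ± 0.09 (limma adjusted p = 0.000243). SNORD2 did not pass (limma F adjusted p = 0.189), nor did any of its 6 pairwise contrasts (lowest adjusted p 0.077), while with rescaled classes the F test passed (0.00756). The log2 ratio of SNORD2 to EIF4A2 was 1.44 in HCT-116, 1.88 in MCF-7, 2.15 in PC3 and 4.05 in TOV-112D (limma F adjusted p = 0.0208). In HCT-116 it was 0.60 in replicate 1 and 2.29 in replicate 2, which is tRNA-rich as are the TOV-112D libraries, where it was 3.92 and 4.19. The ratio also differed among lines for SNORA63, SNORA4 and SNORA81 of EIF4A2 (adjusted p = 0.00873, 0.0106 and 0.0245), and SNORA81 stood at 158 and 138 TPM in TOV-112D against 23.9 and 22.7 TPM in MCF-7 (pairwise adjusted p = 0.0118). SNORA63B, in intron 6 of EIF4A2, was not among the pairs whose ratio was tested. SNORA81 did not pass between TOV-112D and PC3 (0.631) or HCT-116 (0.236). In EIF4A1, a close homologue of EIF4A2, the ratio differed for SNORD10 and SNORA67 (0.0431 and 0.0265) and did not pass for SNORA48 (0.0969), and with rescaled classes SNORD10 did not pass (0.0924). The ratio of SNORD2 to EIF4A2 did not pass without any 1 library of MCF-7 (0.0589 and 0.0593), PC3 (0.0524 and 0.0504) or TOV-112D (0.0908 and 0.114).

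**Figure D2:**
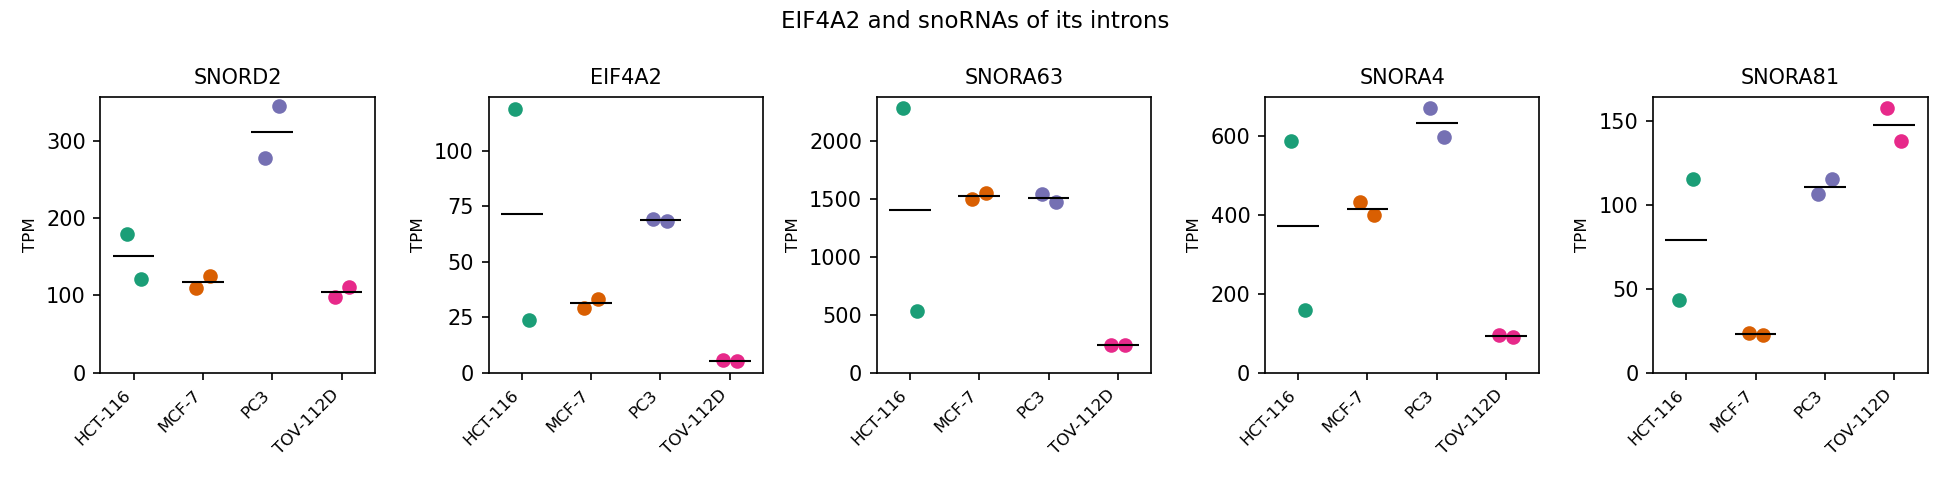
TPM of SNORD2, of its host EIF4A2 and of 3 other snoRNAs of EIF4A2 introns in each line, with 1 point per library, a bar at the mean of the 2 libraries and a linear axis from 0 in each panel. EIF4A2 lies at 5.57 and 5.17 TPM in TOV-112D, where SNORD2 lies at 98.6 and 111 TPM.

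Whether a snoRNA keeps a fixed ratio to its host was asked for 213 pairs, of which 141 differed among the lines by limma's F test and 137 did so with rescaled classes too. With snoRNAs and all other genes rescaled separately 73 pairs differed. The smallest p belonged to SNORD14D (chromosome 11, 123058909 to 123058995, minus strand, intron 6 of HSPA8), whose log2 ratio to HSPA8, a constitutive heat shock protein, was 4.93 in HCT-116, 0.20 in MCF-7, 3.69 in PC3 and 4.48 in TOV-112D (adjusted p = 0.000275). SNORD45B (chromosome 1, 75789477 to 75789548, plus strand, intron 3 of RABGGTB) had log2 ratios of -4.53, 4.39, 2.73 and 4.41 to RABGGTB, a subunit of Rab geranylgeranyl transferase (adjusted p = 0.00114). SNORD105 in PPAN, a ribosome biogenesis gene, had ratios of 5.84, 7.31, 7.39 and 5.44 (adjusted p = 0.00419). SNORD65 in the long noncoding SNHG29 had 4.30, 5.53, 5.66 and 3.58, and SNORA14B in TOMM20, a mitochondrial import receptor, had 3.34, 5.09, 4.91 and 5.12 (both adjusted p = 0.00484). Among other snoRNAs that the study describes, the ratio differed for SNORD84 in DDX39B (0.00979) and did not pass for SNORD95 in RACK1 (0.117), SNORA12 in CWF19L1 (0.0731) or SNORD86 in NOP56 (0.511), and SNORD139 in RPL3, at 0 to 0.592 TPM, was below the level tested. The count of pairs was 49 and 51 without each MCF-7 library, 68 and 53 without each PC3 library, and 56 and 52 without each TOV-112D library.

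**Figure D3:**
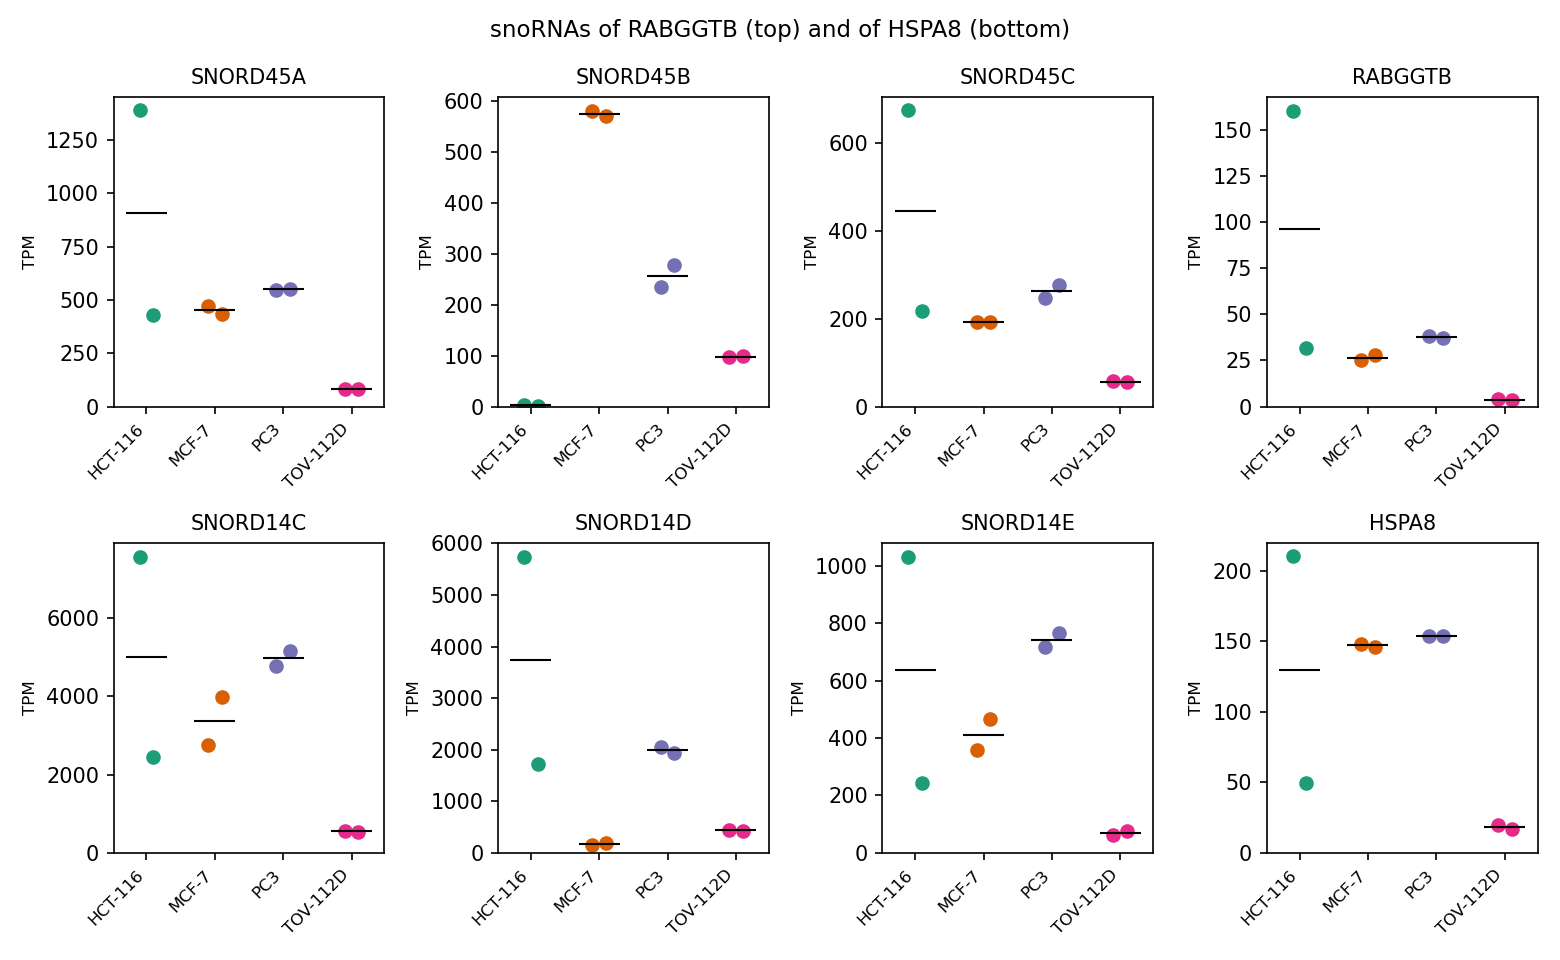
TPM of 3 snoRNAs and their host gene at RABGGTB (top) and at HSPA8 (bottom), with 1 point per library, a bar at the mean of the 2 libraries and a linear axis from 0 in each panel. SNORD45B lies at 2.31 and 2.02 TPM in HCT-116 and SNORD14D at 147 and 194 TPM in MCF-7.

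Differences of snoRNAs from the other lines followed those of their hosts over the 213 pairs of 107 hosts, with Pearson r = 0.386 in HCT-116, 0.406 in MCF-7, 0.621 in PC3 and 0.287 in TOV-112D. Spearman's rho was 0.488, 0.468, 0.638 and 0.334. The permutation p for r was 1e-05, the smallest that 100000 resamples can give, in the first 3 lines and 0.00022 in TOV-112D, with adjusted p = 1.33e-05 and 0.00022. These correlations run across genes of the same libraries, which are not independent replicates. The snoRNA and host differed in the same direction in 120, 172, 157 and 185 of the 213 pairs. These counts moved with scaling, to 97, 112, 149 and 91 with snoRNAs rescaled separately, to 114, 145, 151 and 143 with rescaled classes, and to 115, 138, 151 and 131 when centred on protein coding genes. Over 275 snoRNAs inside an annotated gene r was 0.694, 0.694, 0.712 and 0.632, and with a pseudocount of 5 it was 0.184 in TOV-112D. Within 58 pairs of ribosomal protein hosts r was 0.638, 0.572, 0.609 and 0.376, which passed in each line. Within 55 pairs of long noncoding hosts r was 0.427, 0.442, 0.659 and 0.306, and it did not pass in TOV-112D (permutation adjusted p = 0.153), where rho = 0.472 passed (0.0288). Within 41 pairs of other translation or ribosome biogenesis hosts r was 0.305, 0.390, 0.546 and 0.139, and it passed in PC3 but not in HCT-116, MCF-7 or TOV-112D (permutation adjusted p = 0.128, 0.0682 and 0.446), while rho = 0.524 passed in MCF-7 (0.0128). Within 59 pairs of other hosts r was 0.231, 0.290, 0.497 and 0.371, and it did not pass in HCT-116 or MCF-7 (permutation adjusted p = 0.102 and 0.0672), where rho = 0.480 and 0.307 passed (0.0062 and 0.0495). Over 160 snoRNAs of 54 hosts with several snoRNAs, 42.4%, 58.0%, 74.5% and 49.0% of the variance lay between hosts, where shuffled snoRNAs gave 33.3%. That share passed in MCF-7 and PC3 (permutation adjusted p = 4e-05 in both) and in TOV-112D (0.00528), and it did not pass in HCT-116 (0.109). Over all snoRNAs inside an annotated gene the shares were 68.5%, 74.1%, 70.8% and 75.6%, and each passed. These shares came from 187 snoRNAs of 60 hosts. The wider set was not screened for repeat families such as SNORD116, whose values depend on how reads were divided among near-identical members. Whether such families raise its shares and correlations was not tested.

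**Figure D4:**
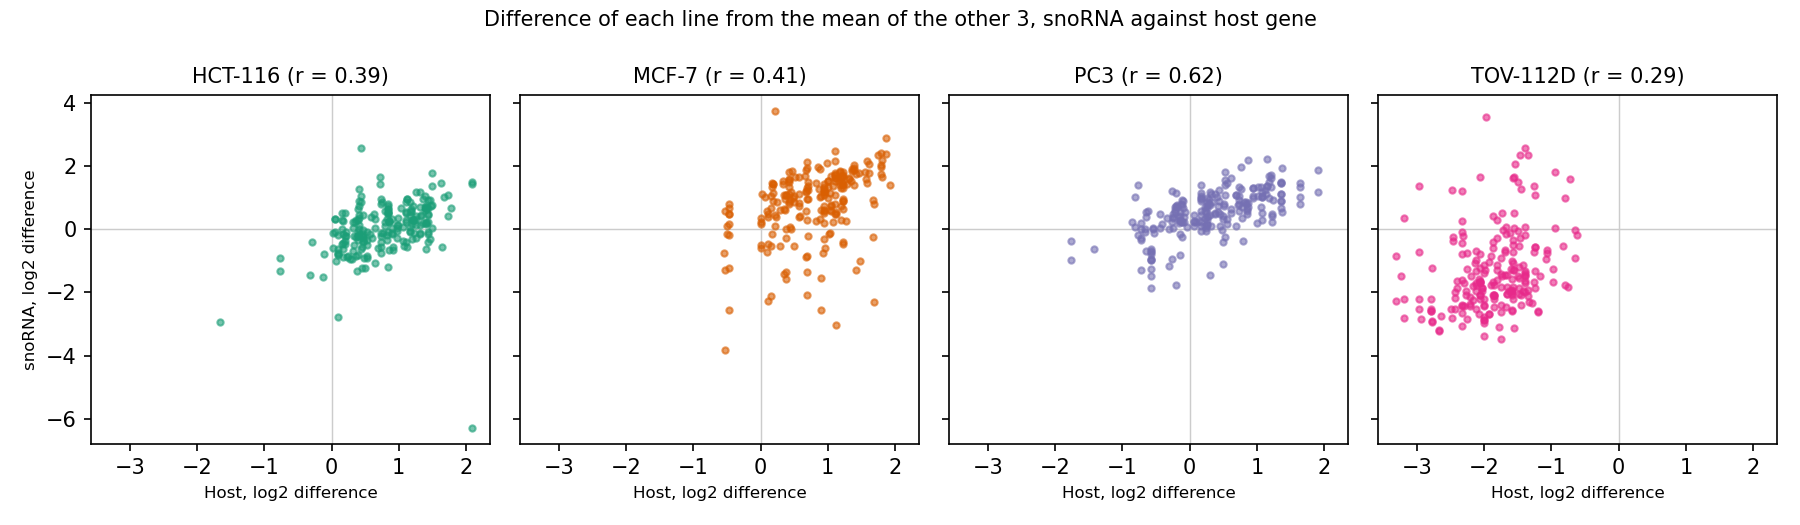
Log2 difference of each line from the mean of the other 3 lines, for the host on the horizontal axis and the snoRNA on the vertical axis, with 1 point per pair and 1 panel per line. The 213 points rise together with r of 0.386, 0.406, 0.621 and 0.287, and the lowest point of the HCT-116 panel is SNORD45B.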

Values the study reported

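From published crosslinking data, the study reported 5140 interactions of 505 snoRNAs with other genes. Of these snoRNAs, 146 were reported to bind sequences of their own host gene. In TGIRT-seq data of 7 tissues and 5 cell lines, the study found snoRNA sequence extended into the interacting part of the intron for 18 of 102 interactions.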

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

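The 2 rescalings by RNA composition were chosen after the values were seen, and the other alternatives were fixed before. Fewer genes are tested at 5 TPM, which lowered the counts. Leaving out an HCT-116 library takes the gap between the HCT-116 libraries, a median log2 of 1.6, out of the shared spread, and more genes then differed among the lines. Leaving out a library of another line keeps that gap and leaves that line with 1 library, and fewer genes then differed. Calls lost in this way do not measure how well the libraries of MCF-7, PC3 or TOV-112D agree. For the other alternatives the cause was not tested. Genes that differed among the lines numbered 3016 with a pseudocount of 5, 3103 at 5 TPM, 9391 centred on protein coding genes, 9733 after quantile normalization, 9873 with rescaled classes and 10472 with the composition block, and 1885 to 11539 without 1 library. For snoRNAs the count was 131 with a pseudocount of 5, 94 without a filter, 142 with snoRNAs rescaled separately, 346 with the composition block, and 64 to 371 without 1 library. HCT-116 had 478 calls with a pseudocount of 5, 439 without a filter, 280 at 5 TPM, 5089 centred, 6151 quantile normalized, 333 without a trend, 6596 with rescaled classes, 8841 with the composition block, and 478 to 10197 without 1 library. MCF-7 had 936 at 5 TPM, 6621 centred, 6940 quantile normalized, 7364 with rescaled classes, 7468 with the composition block, and 391 to 9735 without 1 library. PC3 had 667 at 5 TPM, 6337 centred, 6917 quantile normalized, 887 with snoRNAs rescaled separately, 7314 with rescaled classes, 7922 with the composition block, and 301 to 9279 without 1 library. TOV-112D had 1342 without a filter, 3887 at 5 TPM, 4647 with the composition block, and 302 to 11336 without 1 library. Pairs with a differing ratio numbered 73 with snoRNAs rescaled separately and 49 to 209 without 1 library. List tests that passed numbered 23 at 5 TPM. The variance between hosts in HCT-116 passed at 68.5% over all snoRNAs inside an annotated gene, a set not screened for repeat families. The ratio of SNORD2 to EIF4A2 had an adjusted p of 2.28e-06 to 0.114 without 1 library, and 0 to 9 RNA classes passed without 1 library.

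With the replicate number as a block, 7575 genes differed among the lines. Higher genes in HCT-116 then numbered 528, lower genes in PC3 572, higher snoRNAs in HCT-116 9 and lower snoRNAs in PC3 10. Deviations of libraries with the same number correlated between lines by -0.0113 to 0.121, so the numbers were not taken to pair the libraries. Over all 379 contrasts called among named genes, a setting reversed the sign 54 times, in 30 contrasts that were all of TOV-112D. Of these, 21 came with the composition block, 14 with rescaled classes, 11 centred, 7 quantile normalized and 1 with snoRNAs rescaled separately. Among the 160 contrasts named in the text, where examples were picked after their values and these reversals were seen, 2 reversed, both with the composition block: SNORA69 in TOV-112D went to -0.057 and SNORD77 in TOV-112D to -1.85. Read depth is unknown, so what it limits cannot be stated.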

Other observations

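The gene groups and tests of this part were all chosen after their values were seen. The imprinted region on chromosome 15 that yields the SNORD116 repeat, whose deletion is tied to Prader-Willi syndrome, was active in PC3 and TOV-112D. The 33 SNORD116 genes added up to 475 and 573 TPM in PC3 and 306 and 286 TPM in TOV-112D, against 1.06 and 0.270 TPM in HCT-116 and 0.109 and 0.772 TPM in MCF-7. Their host SNHG14 stood at 84.4 and 77.7 TPM in PC3 and 41.8 and 34.4 TPM in TOV-112D, and its difference was 3.86 ± 0.51 (SE, log2, n = 2; limma adjusted p = 2.9e-05) in PC3 and 4.13 ± 0.51 (0.00173) in TOV-112D relative to the median gene. The TOV-112D call was lost without either of its libraries (0.0748 and 0.0616). The 9 SNORD113 and 31 SNORD114 genes of the imprinted region on chromosome 14 were highest in TOV-112D, at 14.2 and 15.2 TPM and at 25.0 and 26.8 TPM.

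Cytosolic tRNA filled over 50% of TPM in HCT-116 replicate 2 and both TOV-112D libraries. The tables argue against RNA of TOV-112D in HCT-116 replicate 2, where 18 protein coding genes abundant in TOV-112D and low in HCT-116 replicate 1 stood at a median of 0.0768% and at most 2.10% of their TOV-112D level, against a wrong label, since its protein coding profile correlated with that of replicate 1 at r = 0.988 and with other lines at 0.69 at most, and against a difference between lines for that library, whose share was higher than that of replicate 1 by a log2 of 3.57. Equal retention of all tRNA-sized molecules as the whole cause is argued against by 22 mitochondrial tRNAs, which changed by a median log2 of -0.050 (upper quartile 1.69, range -1.57 to 4.97) between the HCT-116 libraries against a median of 3.19 for cytosolic tRNAs, but better retention as part of the cause stays open, since the mitochondrial tRNA share fell less, from 17.3% to 12.4%, than that of protein coding genes, from 19.6% to 4.27%. A condition of preparation shared by the 3 libraries may account for the pattern. The changes of 58 tRNA families, some without an assigned anticodon, in HCT-116 replicate 2 and in TOV-112D correlated at r = 0.856 and rho = 0.796 (permutation p = 1e-05, the smallest possible). Both changes set tRNA-rich against tRNA-poor libraries, so another cause that raises the same tRNAs could give that correlation too, and it does not single out preparation. In TOV-112D the share was higher than in MCF-7 and PC3 by a log2 of 2.93. There a condition of preparation and a difference of the line cannot be told apart, because both libraries are tRNA-rich.

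From a scan of all snoRNAs for a drop in 1 line, made on these values, SNORD45B in HCT-116 and SNORD14D and SNORA63B in MCF-7 were examined. They were not the only drops. In MCF-7, SNORD1A differed by a log2 of -3.81 with its host SNHG16 at -0.53, and it was not examined. The tables argue against low expression of the host gene: the host and its other snoRNAs tested differed from the other lines by a median log2 of 1.50 at RABGGTB, 0.54 at HSPA8 and 0.15 at EIF4A2 (range -2.13 to 1.05 there), against -6.28, -3.04 and -3.98 for the snoRNAs. They also argue against reads given to a near-identical copy, since annotated snoRNAs of at least 90% identity gained 0% of the TPM missing from SNORD45B (the closest, AL590229.1 of 93.1% identity, was itself low in HCT-116 at 0.11 TPM against 156 TPM from its ratio to RABGGTB), and no annotated snoRNA reached that identity for SNORD14D or SNORA63B, with 82.1% and 81.9% at most. A less similar copy is not excluded for SNORA63B: SNORA63D, of 73.5% identity and outside EIF4A2, stood at 89.1 TPM in MCF-7 against 35.9 TPM from its ratio to EIF4A2 in the other lines, although its own difference did not pass (limma adjusted p = 0.127). A sequence variant or the loss of the snoRNA in the line may explain these drops, and so may a difference in processing or stability, none of which was tested.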
